A study of Gallus gallus with 6 samples. Its data were reported in "Changes in DNA methylation hallmark alterations in chromatin accessibility and gene expression for eye lens differentiation" (2022).

How the data were processed

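The data come from DNA of lens epithelial cells and lens fiber cells dissected from chick embryos at embryonic day 13, with 3 biological replicates of each cell type, which makes 6 samples. Groups were taken from the sample labels. The authors treated the DNA with bisulfite, which converts unmethylated cytosines so that they are read as thymines, sequenced it, trimmed the reads with Trimmomatic and aligned them to the galGal6 assembly with Bismark. They then called DMRs between the 3 epithelial and the 3 fiber replicates with DSS, which fits a beta-binomial model to the methylated reads of each CG site, smooths over neighbouring sites and tests each site with a Wald statistic. Versions were not stated. Sites past their p threshold were joined to regions, under minimum lengths and numbers of sites and a distance for merging.

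The deposited table holds the result of that step with 1 line per DMR and annotation. For each DMR the authors deposited a mean mCG level of epithelial cells and of fiber cells as a fraction, pooled over the replicates of the group. The authors' area statistic is a score that sums the Wald statistics over the CG sites of a DMR. A column of differences, the number of CG sites, the length, the position and the annotations complete the table. Gene identifiers, symbols and gene types were used as the authors' table pairs them, with 2942 of 3888 gene identifiers having a symbol. The gene table that came as a reference describes another assembly, and no coordinate from it was used.

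How the levels were made limits what they can show. Smoothing makes sites near each other alike, averaging over a DMR hides differences inside it, and the selection by a p threshold favours regions with many sites or high coverage. Depth per sample is unknown from this table, so no level could be given an interval of its own and no sample could be compared with another. Only DMRs are listed, so the mCG level of the rest of the genome was not analysed here. Expression and chromatin accessibility were not analysed here.

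From the 13180 lines, 551 were exact repeats of another line, and lines were joined to 7621 DMRs. The levels were multiplied into percent, and the change was computed as fiber minus epithelial level in percentage points. It differed from the authors' difference by at most 1e-07 points, and the sign of the area statistic was that of the change in all DMRs. Density was the number of listed CG sites per 100 bp of DMR. An approximate standard error of the difference at a single site was computed as the change divided by the area statistic per site. A promoter lies upstream of a transcription start site by the authors' annotation, and a gene body comprises 5′ UTR, exons, introns and 3′ UTR. Gene averages were unweighted over distinct DMRs.

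Shares of DMRs are given with 95% Wilson intervals. Directions were compared with exact binomial tests against 50%, medians with permutation tests of 100000 resamples (no p is given for the starting level, which is tied to direction by definition), annotations with Fisher's exact tests and Benjamini-Hochberg adjustment over 10 annotations, and exclusive annotations with a chi-square test, for which the smallest expected count was 14.2. Chromosomes, neighbours and agreement within genes were tested with 10000 permutations of the directions. All tests were two-sided apart from those of neighbours, of agreement within genes and of the longest run of losses. The threshold was 0.05. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

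Genes named in the results follow a rule set before the data were examined. It consists of a list of 25 lens and methylation genes taken from the text of the study, many of which it names for their methylation in these samples, and of the 5 DMRs with the largest absolute area statistic in each direction among those in the promoter or gene body of a gene with a symbol.

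The tests were tried on simulated data before use, with directions or values drawn at random. Tests of annotations, chromosomes, neighbours and genes kept the 7621 DMRs and their annotations. The test of correlation used random values for as many genes. An odds ratio of 1.6 for exons was detected in 100 of 100 simulations. With no differing annotation, 4 of 100 simulations gave an adjusted p under 0.05 (Fisher's exact test). Directions copied from the neighbour in 3 of 10 DMRs were detected in 50 of 50 simulations, and shuffled directions passed the threshold in 2 of 50. A median difference of 3 percentage points was detected in 100 of 100. With no difference built in, at most 8 of 100 simulations of any of these tests passed the threshold. These simulations drew directions independently, whereas neighbouring DMRs in the data shared directions. The rates therefore do not cover tests on clustered directions.

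Results were recomputed with DMRs whose absolute area statistic was at or above the median, with changes of at least 20 percentage points, with at least 10 CG sites, with 1 DMR per cluster of gaps under 10 kb and on autosomes only, apart from neighbouring DMRs, which were not reduced to 1 per cluster, and from Z against autosomes, which needs both. Further alternatives were 1 annotation per DMR, gene averages weighted by CG sites, permutation within chromosomes, other distances between neighbours and the inclusion of DMRs overlapping both promoter and gene body. These were fixed before the data were examined. Merging DMRs of the same direction under 100 bp apart was added after the distances had been seen. A comparison with randomly placed regions, which the study made, was not run because no genome sequence of the assembly was used here.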

Results

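Whole genome bisulfite sequencing measures, at each cytosine followed by a guanine (CG), the share of DNA molecules in which the cytosine carries a methyl group, called the mCG level. It was applied to lenses of White Leghorn chick embryos at embryonic day 13. At this stage the lens holds a front layer of epithelial cells and a core of elongated fiber cells that arise from them. Lenses were dissected into these cell types, with material of 25 lenses pooled for each replicate, giving 3 replicates of epithelial cells and 3 replicates of fiber cells. The question was where mCG levels differ between the cell types, and in which direction.

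The values analysed were those of differentially methylated regions (DMRs), stretches of neighbouring CG sites that the authors called as different between the cell types. For each DMR the authors gave a mean mCG level for epithelial cells and a mean for fiber cells, pooled over replicates. No levels of single replicates and no read numbers were analysed here, so the read depth behind each level is unknown and no spread between replicates can be set beside a difference. The DMRs themselves were selected by the authors for a difference that exceeded the variation among replicates in their model. In the authors' deposited table the area statistic divided by the number of CG sites, which is the average test statistic per site, had a median size of 6.15 and was never below 3.52. The change of a DMR divided by that average gives an approximate standard error of the difference at a single site. Its median was 3.53 percentage points over all DMRs of the authors' deposited table. It is not the standard error of the mean over a DMR, and it comes from sites selected for large statistics. Tests below count DMRs or genes, which are not independent replicates, and their p-values describe this set of regions.

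There were 7621 distinct DMRs on 34 chromosomes, covering 2293 kb. Their median length was 236 bp, and 90% of them had a length from 113 bp to 685 bp. The median number of listed CG sites was 23. That number was even in 68.4% of DMRs, so listed sites are not read here as numbers of CG pairs.

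The mCG level was higher in fiber cells in 6602 DMRs and lower in 1019 DMRs, referred to here as gains and losses. Gains made up 86.6% of DMRs (95% Wilson interval 85.8% to 87.4%), and the two-sided exact binomial test against 50% gave a p under 1e-300, the floor of the calculation. The interval covers the counting of DMRs only. The setting that moved this share most was a minimum change of 20 percentage points, which left 4538 DMRs, of which 83.1% were gains.

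Gains and losses also differed in size. The median change was 21.4 percentage points among gains, against 27.9 percentage points in size among losses. The difference of medians, gains minus losses, was -6.53 percentage points (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Median epithelial levels were 27.6% for gains and 54.3% for losses, a difference of -26.7 percentage points. Direction is defined by the same levels, so that a gain starts below its fiber level and a loss above it. A permutation of directions ignores this, and no p is given for the contrast. The mean of both levels, which is free of that definition, had a median of 40.5% in gains and 38.5% in losses. Median fiber levels were 54.2% for gains and 21.8% for losses. Both groups were wide, with 90% of gains starting from 5.75% to 70.9% and 90% of losses from 21.6% to 79.7%. The contrast of starting levels widened most, to -32.8 percentage points, under the minimum change, which widens it by construction.

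**Figure D1:**
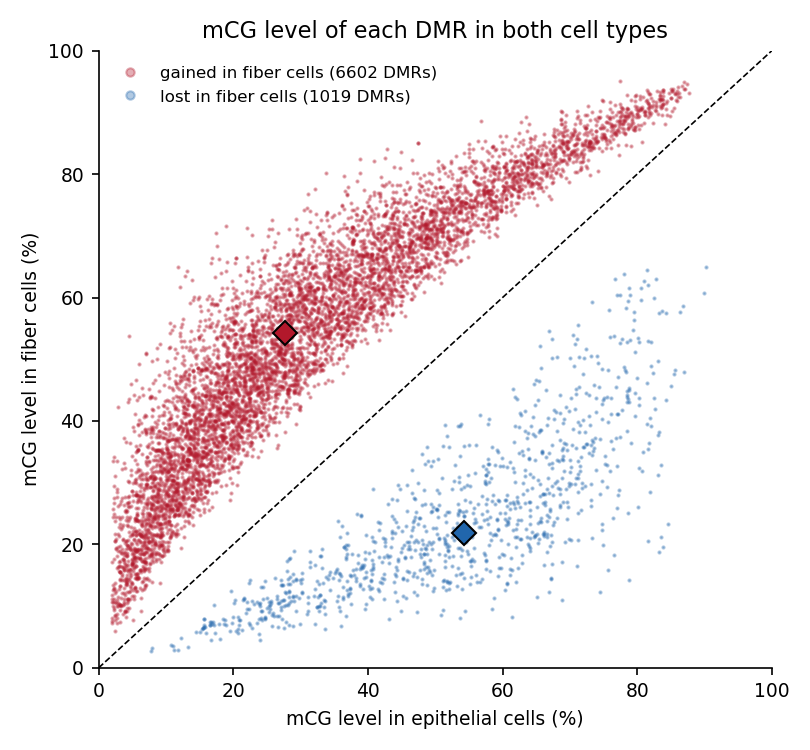
Mean mCG level of each DMR in epithelial cells (horizontal axis, %) and fiber cells (vertical axis, %), with 6602 gains in red, 1019 losses in blue, diamonds at the medians of each direction and a dashed line at equal levels. Gains centre on 27.6% in epithelial and 54.2% in fiber cells, losses on 54.3% and 21.8%.

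Listed CG sites were slightly denser in gains, with a median of 10.4 per 100 bp against 9.58 in losses. That difference of 0.825 sites per 100 bp had p = 1.8e-04 in a two-sided permutation test. It did not hold for larger changes. Among DMRs with a change of at least 20 percentage points the difference was -0.338 (permutation p = 0.0741), and among DMRs with an area statistic at or above the median it was 0.561 (permutation p = 0.127).

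To ask whether gains and losses fall in different parts of the genome, each DMR was assigned to every annotation that the table lists for it. Introns were overlapped by 5729 DMRs (75.2%), exons by 1961 (25.7%), island shores by 1430 (18.8%), promoters by 1041 (13.7%) and CpG islands by 970 (12.7%). CpG islands are stretches rich in CG sites and shores are their flanks. Gene bodies, meaning untranslated regions, exons and introns together, were overlapped by 6463 DMRs (84.8%), and 700 DMRs (9.19%) had no gene annotation. Every DMR had at least 1 annotation. Of the 700 DMRs outside genes, 100% overlapped an island, a shore or a repeat, so shares of DMRs outside genes apply to annotated sequence only.

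Gains formed the majority in each of the 10 annotations, from 84.3% at transcription start sites (TSS) to 92.1% at transcription end sites (TES). In exons 90.5% of DMRs were gains (95% Wilson interval 89.1% to 91.7%). The odds of a gain in exons were 1.63 times those elsewhere (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p over 10 annotations 2.78e-08). This was the 1 annotation past the threshold of 0.05. Among DMRs with a change of at least 20 percentage points the exon odds ratio was 1.13 and was no longer past it (Fisher's exact test, adjusted p = 0.472). For CpG islands the odds ratio was 1.28, with a p of 0.0230 before adjustment and 0.115 after (Fisher's exact test), and it rose to 2.75 under the same minimum change (Fisher's exact test, adjusted p = 2.98e-04). In promoters the share of gains was 86.6% and the odds ratio 0.992 (Fisher's exact test, adjusted p = 0.938). The study split promoters by distance from the TSS and reported that gains clustered in the nearer part and losses in the farther part. Promoters were not split here, so opposite trends inside them would not show. For introns the odds ratio was 1.01 (Fisher's exact test, adjusted p = 0.938).

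**Figure D2:**
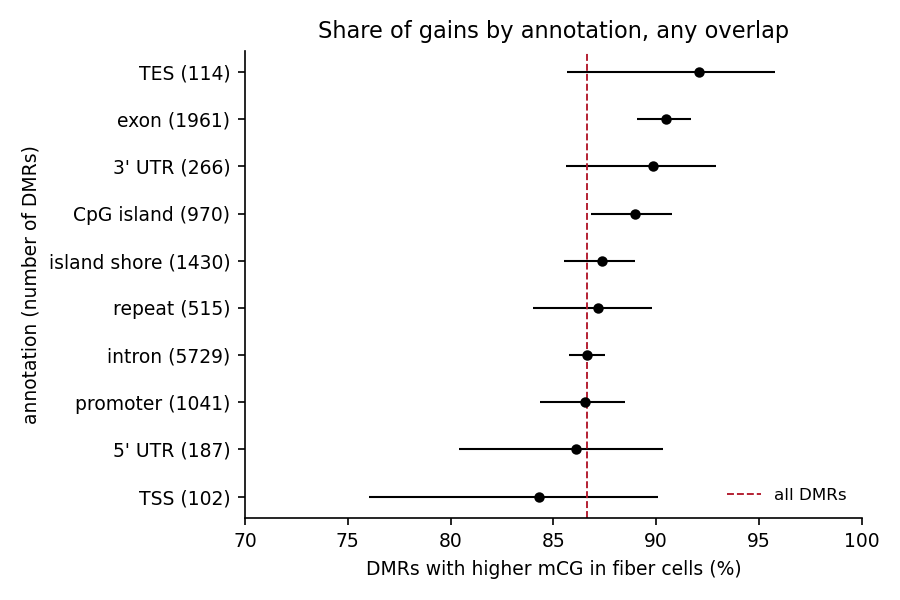
DMRs with a higher mCG level in fiber cells (horizontal axis, %, starting at 70%) for each annotation, with the number of DMRs in brackets, 95% Wilson intervals as bars and the share over all DMRs, 86.6%, as a dashed line. Exons, at 90.5%, have an interval above the dashed line, as do CpG islands at 89.0%.

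When each DMR was given a single annotation, in the order promoter, 5′ UTR, exon, intron and outside genes, direction and annotation were associated but weakly (chi-square statistic 28.8 with 4 degrees of freedom, p = 8.46e-06, Cramér's V 0.0615). Exons held 20.8% of gains and 13.9% of losses. Introns held 55.2% of gains and 59.8% of losses, and DMRs outside genes were 8.91% of gains and 11.0% of losses. Promoters held 13.6% of gains and 13.7% of losses. Among DMRs with a change of at least 20 percentage points the association fell to a Cramér's V of 0.0350 (chi-square test, p = 0.234).

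The study averaged the changes of all DMRs of a gene before relating them to expression, which was not analysed here. By that rule, 3888 genes had at least 1 DMR in the promoter or gene body. The average change was positive in 3298 and negative in 590 of them, so that 84.8% of genes gained (95% Wilson interval 83.7% to 85.9%, exact binomial p under 1e-300). With promoter DMRs alone, 840 of 975 genes gained (86.2%, two-sided exact binomial test, p = 5.37e-125). A minimum change of 20 percentage points moved these shares most, to 79.6% and 78.6%.

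Averaging is informative only where the DMRs of a gene move together. Of 1410 genes with at least 2 DMRs in promoter or gene body, 77.5% had DMRs of 1 direction. Permuting directions over all DMRs gave 64.7% ± 1.002 (SD over 10000 permutations), and no permutation reached the observed share (one-sided permutation test, p = 1e-04, the smallest possible). Of the DMRs with a gene annotation, 568 (8.21%) were annotated to 2 or more genes and entered the average of each.

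Promoter and gene body changes were weakly related across genes. In 227 genes with DMRs in both, after leaving out DMRs that overlap both in the same gene, Pearson's r was 0.2001 (two-sided permutation test, p = 0.00338) and Spearman's rho was 0.195 (permutation p = 0.00339). After Benjamini-Hochberg adjustment over both coefficients the permutation p was 0.00339 for each. Promoter and body moved the same way in 194 of these genes (85.5%), where the shares of gains alone give 80.7%. Keeping DMRs that overlap both, which places the same value on each side, raised r to 0.657 over 488 genes. Restricting DMRs to an area statistic at or above the median gave r = 0.121 over 99 genes (permutation p = 0.228).

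Gains were the majority on each of the 34 chromosomes, but their share varied (chi-square statistic 117 with 33 degrees of freedom, permutation p = 1e-04, the smallest possible, Cramér's V 0.124). It was lowest on chromosome 15, with 77.5% of 187 DMRs (95% Wilson interval 71.0% to 82.9%), and on chromosome 3, with 81.0% of 385. Chromosome 33 had gains in 98.4% of 128 DMRs, and chromosomes 16, 30 and 32 had gains alone, among 16, 25 and 32 DMRs. On the Z chromosome 92.4% of 170 DMRs were gains against 86.5% on autosomes (odds ratio 1.89, two-sided Fisher's exact test, p = 0.0227). That difference was not past the threshold when DMRs under 10 kb apart were reduced to 1 per cluster (odds ratio 1.66, Fisher's exact test, p = 0.140). Sex of the pooled embryos was not analysed here.

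**Figure D3:**
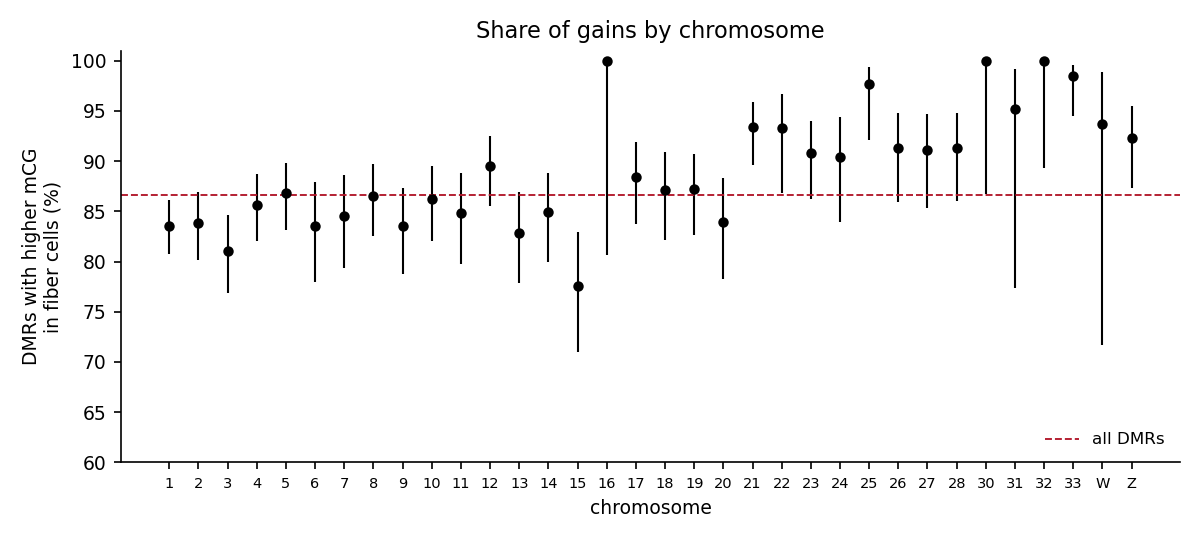
DMRs with a higher mCG level in fiber cells (vertical axis, %, starting at 60%) by chromosome, with 95% Wilson intervals as bars and the share over all DMRs, 86.6%, as a dashed line. Chromosome 15 has the lowest share, 77.5%, and most chromosomes from 21 upward lie above the dashed line.

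Neighbouring DMRs tended to change the same way. Of 2986 pairs of adjacent DMRs less than 10 kb apart, 89.5% had the same direction, against 78.0% ± 0.674 (SD over 10000 permutations within chromosomes, one-sided permutation test, p = 1e-04, the smallest possible). Pairs less than 1 kb apart had the same direction in 95.8% of 947 cases, and pairs less than 100 kb apart in 83.9% of 5800.

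Promoter DMRs of protein-coding genes were gains in 717 of 821 cases (87.3%) and those of long non-coding RNA genes in 107 of 129 (82.9%). The difference was not past the threshold (odds ratio 1.42, two-sided Fisher's exact test, p = 0.208).

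Of 25 genes taken beforehand from the text of the study, 20 had a DMR, with 48 distinct DMRs, of which 33 were gains and 15 losses. That text names many of these genes for their methylation changes, so the number with a DMR follows in large part from the choice. Gains alone were listed for 10 genes, losses alone for 8, and both for 2. No DMR was listed under ASL1, ASL2, DNMT1, DNMT3B or TET3, which leaves smaller differences open. For ASL1, a delta-crystallin gene, the study itself reported no detectable mCG change in promoter or gene body. For the others, a listing under another gene name also remains open. For the 48 listed DMRs the approximate standard error at a single site, from the authors' deposited table, was between 1.67 and 5.32 percentage points. Their average statistic per site was at least 4.58 in size. Coordinates are those of the galGal6 assembly, and levels are the authors' means.

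Crystallins are the main soluble proteins of the lens. One loss on chromosome 15, from 7467559 to 7467955, lay in the promoters of both CRYBB1 (ENSGALG00000005630) and CRYBA4 (ENSGALG00000005634) and reached into the 5′ UTR of the former. Its level was 52.0% in epithelial cells and 13.7% in fiber cells, a change of -38.4 percentage points. A gain on the same chromosome, from 7282538 to 7283010, was annotated both to an exon and the 3′ UTR of CRYBB3 (ENSGALG00000005515) and to the promoter of CRYBB2 (ENSGALG00000026086), with 24.8% in epithelial and 51.2% in fiber cells. CRYBA1 (ENSGALG00000004035) had 3 gains on chromosome 19 in introns and exons, with changes from 22.2 to 26.4 percentage points. An exonic DMR of CRYGN (ENSGALG00000006189) changed by -14.3 percentage points.

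Losses were found at genes of the fiber cytoskeleton. BFSP1 (ENSGALG00000008735), which codes for a protein of the lens beaded filament, had 3 losses on chromosome 3. The DMR in its 5′ UTR and exon, from 12088816 to 12089270, had 82.6% in epithelial and 43.7% in fiber cells. Both intronic DMRs changed by -37.7 and -36.0 percentage points. BFSP2 (ENSGALG00000034585) had 2 losses on chromosome 2, with changes of -11.7 in the 5′ UTR and exon and -37.4 percentage points in an intron. HSF4 (ENSGALG00000003224), a transcription factor gene, had a loss in its promoter on chromosome 11 from 2460266 to 2460667, with 51.7% in epithelial and 25.3% in fiber cells. A second loss, in an exon and intron of HSF4, changed by -38.5 percentage points. SOX2 (ENSGALG00000043460), also coding for a transcription factor, had 3 losses of another kind, since epithelial levels were already between 15.9% and 22.5% and the changes between -8.28 and -9.60 percentage points. All 3 overlapped CpG islands.

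Genes of the Notch pathway were mostly gains. NOTCH2 (ENSGALG00000002922) had 6 gains on chromosome 8, including 1 in the promoter from 4545386 to 4545559, with 14.3% in epithelial and 30.7% in fiber cells. NOTCH1 (ENSGALG00000002375) had 7 gains and 1 loss on chromosome 17. The loss lay in an intron from 8129930 to 8130185, with 50.6% in epithelial and 20.8% in fiber cells, between gains on either side. HEY1 (ENSGALG00000035031) and HES5 (ENSGALG00000001141) each had 2 gains, with average changes of 10.8 and 30.2 percentage points. The gene HIF1A (ENSGALG00000011870), whose product responds to low oxygen, had 2 intronic gains on chromosome 5, from 5.86% to 27.0% and from 2.60% to 24.5%. CCND1 (ENSGALG00000007555) had 3 intronic gains and TIMP2 (ENSGALG00000027070) had 2 gains, with average changes of 19.3 and 20.6 percentage points.

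Genes for enzymes that write or remove DNA methylation went both ways. TET1 (ENSGALG00000031604) had a loss on chromosome 6 across its promoter and 5′ UTR, with a change of -25.8 percentage points. DNMT3A (ENSGALG00000041454) had an intronic gain of 13.1 percentage points. TET2 (ENSGALG00000010592) had an exonic loss on chromosome 4 from 38823038 to 38823357, with 71.6% in epithelial and 25.5% in fiber cells, and a gain over promoter and intron from 38833332 to 38833586, with 44.8% and 75.6%. Another DMR, an intronic gain of 18.4 percentage points, brought the average change of TET2 to 1.04 percentage points, a value that none of its DMRs shows.

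**Figure D4:**
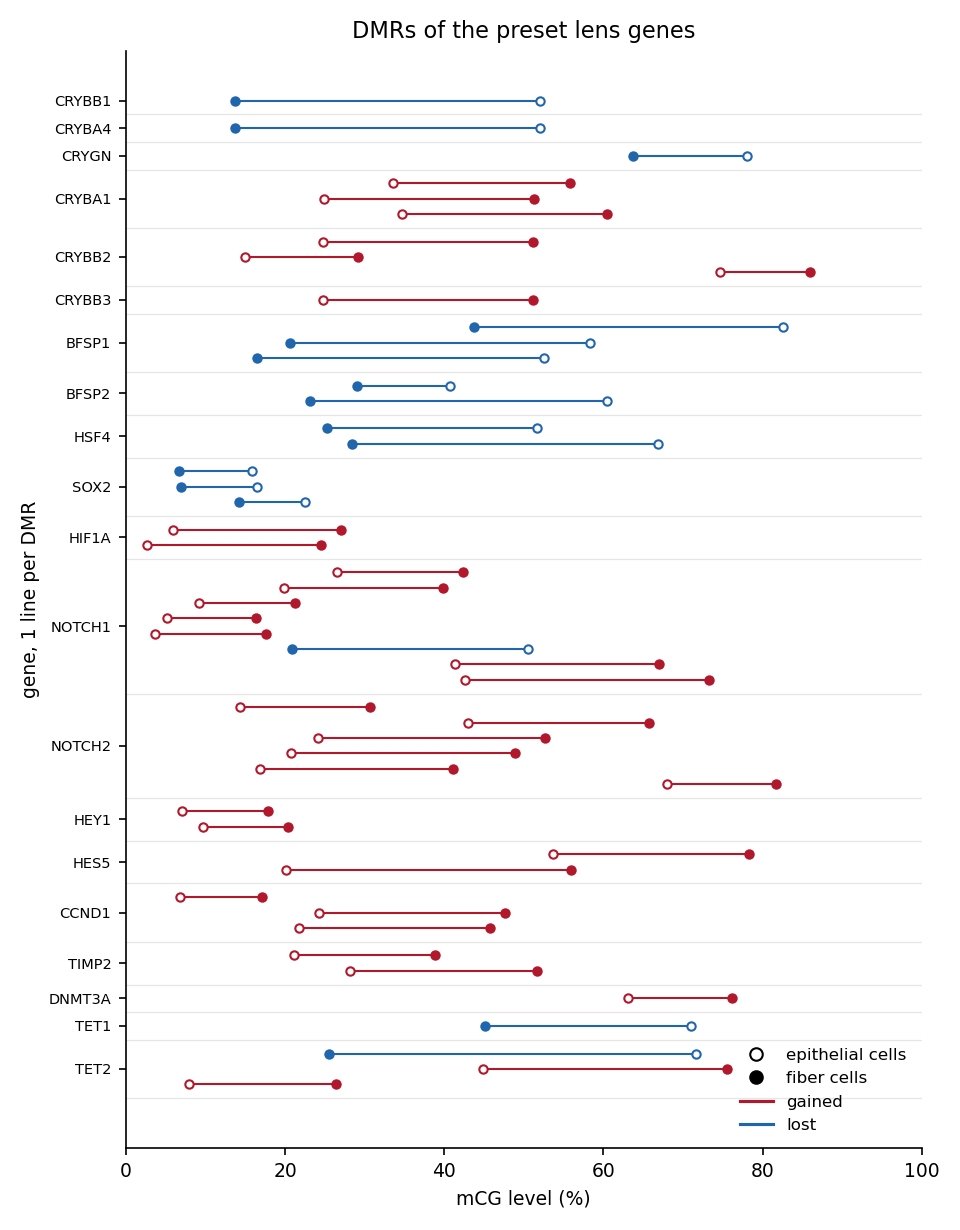
Mean mCG level (horizontal axis, %) in epithelial cells (open circles) and fiber cells (filled circles) for each DMR of the 20 preset genes with a DMR, in red for gains and blue for losses. NOTCH1 and TET2 have DMRs in both directions, and the same DMR is drawn under CRYBB1 and CRYBA4 and under CRYBB2 and CRYBB3.

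The area statistic, which sums the evidence over CG sites and so favours long DMRs, picked out a further set. In the authors' deposited table the 5 highest values among gains in named genes ran from 1717 to 2224. They belonged to 2 DMRs in exons and introns of SNED1 (ENSGALG00000043596) on chromosome 9, of 2470 bp and 2298 bp, and to DMRs in the promoter of DDR2 (ENSGALG00000039322), an exon of AATK (ENSGALG00000006901) and the neighbours BRF1 (ENSGALG00000011705) and BTBD6 (ENSGALG00000033813). The longer SNED1 DMR, from 5060180 to 5062649, had 22.4% in epithelial and 49.1% in fiber cells. In the authors' deposited table the 5 strongest losses had values from -759 to -1789. They lay in BMI1 (ENSGALG00000041267), the SOX2 overlapping transcript (ENSGALG00000031436), BFSP1, TCF7L2 (ENSGALG00000008883) and PDGFRA (ENSGALG00000013929). The study named TCF7L2 among transcription factor genes with higher methylation in fiber cells, so this intronic loss does not stand for the whole gene. In BMI1, on chromosome 2 from 17736858 to 17737892, the level was 48.4% in epithelial and 32.96% in fiber cells. Apart from BFSP1, the strongest losses were small in size, with changes between -12.6 and -15.5 percentage points.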

Values the study reported

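The study reported 7621 mCG DMRs between lens epithelial and fiber cells, with 6601 hypermethylated and 1020 hypomethylated in fiber cells. It placed 78.59% of them in gene bodies, 12.14% in promoters and 8.04% between genes.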

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

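No paired analysis was possible because the table gives a mean per cell type and no levels of single replicates. For the same reason leaving out each replicate and other splits of the samples were not run, and depth could not be used to weigh DMRs. Random placement of regions was not run. The merging of DMRs was the 1 alternative chosen after the data had been seen.

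The excess of gains held under all 6 alternatives, with shares from 83.1% to 88.2%, and so did that among genes (79.6% to 87.0%) and among genes by promoter alone (78.6% to 87.9%). Merging DMRs of the same direction under 100 bp apart left 7515 DMRs with 86.5% gains. The size of change, agreement within genes, the direction of neighbours and the association with chromosome kept direction and side of the threshold in each alternative run. The difference in size ranged from -5.37 to -7.63 percentage points and that in starting level, which is tied to direction by definition, from -26.3 to -32.8. Promoter type stayed short of the threshold throughout, with odds ratios from 1.09 to 1.63.

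The number of DMRs fell to 3811 at an area statistic at or above the median, to 4538 at a change of at least 20 percentage points and to 4635 with 1 DMR per cluster, by construction. The density contrast was 0.561 sites per 100 bp at the median area statistic, no longer past the threshold, and reversed to -0.338 at the minimum change. The permutation p of this contrast ranged from 6e-05 to 0.127 over the alternatives. The minimum change also brought Cramér's V for exclusive annotation to 0.0350 and r between promoter and gene body to 0.165, neither past the threshold. At the median area statistic r was 0.121. With 1 DMR per cluster, in contrast, r was 0.308 over 52 genes and past the threshold (permutation p = 0.0272), so that r moved both ways as genes were left out. Over the alternatives its permutation p ranged from 1e-05, the smallest possible, to 0.228. The cause of these shifts was not tested.

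The number of annotations past the threshold rose from 1 to 2 with the minimum change (CpG islands with an odds ratio of 2.75 and introns with 1.31, while exons fell to 1.13), to 2 with 1 DMR per cluster (exons and CpG islands, the latter at 1.75) and to 2 with 1 annotation per DMR (exons and introns). For introns the odds ratio, 1.01 at first, was 0.831 with 1 annotation per DMR and 0.876 with 1 DMR per cluster. Other odds ratios that crossed 1 were 1.02 for promoters at the median area statistic, 0.849 for repeats and 0.953 for 3′ UTRs at the minimum change, each with an adjusted Fisher's exact p far from the threshold. Z against autosomes lost significance at the median area statistic (2.79) and with 1 DMR per cluster (1.66). The cause of these changes was not tested.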

Other observations

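Of the tests below, those of annotation, conversion, sex, CG counting, merging, smoothing and runs of losses were chosen after the result had been seen, as was the split of chromosomes by size. Those of the size of losses, of chromosome and exon strata and of intermediate levels were fixed before they were run, though the patterns were already known.

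The share of gains followed chromosome size. Across 32 autosomes, with size taken as the end of the last DMR, the share of gains fell with the logarithm of size (Pearson's r = -0.779, Spearman's rho = -0.836, each permutation p = 1e-05, the smallest possible), and r was -0.754 without the 2 chromosomes of most extreme size. On 20 chromosomes under 20 Mb 88.7% of 3111 DMRs were gains (95% Wilson interval 87.6% to 89.8%), against 84.9% of 4324 on the 12 larger ones (83.8% to 85.9%), an odds ratio of 1.41. There were exceptions on both sides. Chromosome 15 is a small chromosome with the lowest share, 77.5%. Chromosomes 13 and 20, also under 20 Mb, had gains in 82.9% and 83.9% of DMRs. Among the larger ones, chromosome 12 reached 89.5%. Small chromosomes of birds are dense in genes and CG sites, so CG density could be the reason, but within quintiles of density the Mantel-Haenszel odds ratio was 1.35 (95% interval 1.17 to 1.55). Within annotation classes it was 1.40 (1.21 to 1.61) and within quintiles of the mean mCG level 1.35 (1.18 to 1.56). None of the 3 accounts for the whole difference. With 1 DMR per cluster the odds ratio was 1.29 (Fisher's exact test, p = 0.00359). Replication timing, read mapping on small chromosomes and a biological cause remain open and were not tested.

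A run of losses surrounded SOX2. On chromosome 9, 18 consecutive DMRs from 16463458 to 17125144 were all losses, although 83.5% of DMRs on that chromosome were gains. The next longest run of losses had 9 DMRs. In 10000 permutations of directions within chromosomes the longest run of losses was 11 (permutation p = 1e-04, the smallest possible), which argues against chance order. The permutations also break the general tendency of neighbours to share a direction, so they cannot show that this run exceeds that tendency. Smoothing shared by nearby sites could also lengthen a run, yet with DMRs at least 1 kb apart the longest run was still 12, against at most 9 in permutations. Within the run, 15 DMRs lay in 25.9 kb from 17007571 to 17033421, all 15 overlapping CpG islands, with epithelial levels from 15.6% to 62.6% and changes from -8.28 to -27.4 percentage points. The run was singled out after its values were seen. A lower level of methylation across this domain in fiber cells is 1 hypothesis. Other cells in the epithelial samples with more methylation there would give the same values and were not tested.

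Neighbours shared a direction beyond the reach of smoothing. Pairs 1 to 10 kb apart had the same direction in 86.6% of 2039 cases against 77.8% in permutations (permutation p = 1e-04, the smallest possible), so smoothing over nearby sites is unlikely to be the whole cause. From 10 to 100 kb the share was 78.0% against 77.2% (permutation p = 0.134). At 100 to 1000 kb it was 70.5%, below the permuted 75.5%. No biological explanation was tested.

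Losses were fewer but larger, and this depended on the number of CG sites. Within 5 bins of the mean level losses exceeded gains by 5.72 percentage points on average (permutation p = 1e-04, the smallest possible). Averages over bins were weighted by the number of losses in each bin. Within bins of the approximate standard error the average excess was 4.78 points, and within bins of the number of sites 3.04. The bin with 6 to 17 sites weighed most in the latter, with 443 losses. The approximate standard error is computed from the change itself, so its bins sort DMRs partly by size and cannot test precision as a reason. The number of sites may account for part of the difference of medians. Neither the number of sites nor the mean level removes that difference on the weighted average. The order was not the same in every bin. In the lowest bin of the mean level, from 4.17% to 24.3%, the median loss was 15.2 points and the median gain 16.3. In the bin with 6 to 17 sites the median loss was 34.7 points and the median gain 29.8, whereas with 36 to 271 sites the loss was 15.3 and the gain 18.3, the opposite order. Losses with many sites such as those at SOX2 and BMI1 belong to the latter bin. The offset between the cell types that equalises the medians, fiber minus epithelial, was -3.26 percentage points. It follows from those medians and by itself decides nothing. A general offset of that sign would lower fiber levels. The study instead reported higher overall methylation in fiber cells across promoters, gene bodies, CpG islands, shores and repeats, which argues against it.

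Incomplete bisulfite conversion in fiber samples could imitate gains. If the failure rate were as high as 8.17%, the level that 1% of DMRs stay below in fiber cells, 98.97% of gains would still be larger than it can add. The sexes pooled are unlikely to be the cause either, since the share of gains on autosomes alone was 86.5%. A difference in cell composition between samples was not tested. The excess of gains in exons was not explained by CG density, with an odds ratio of 1.55 (95% interval 1.31 to 1.83) within quintiles of density.

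Hardly any DMR crossed from a low to a high level or back. In 14.5% of DMRs at least 1 cell type was under 10% or over 90%, but no DMR went from under 10% to over 90% or back, and 2 went from under 20% to over 80% or back. Averaging over a DMR could produce this, in which case DMRs with few sites should reach low or high levels more often. They did so less often, by -2.20 percentage points (13.4% against 15.6%, Fisher's exact test, p = 0.00689), and within quintiles of CG density the odds ratio was 0.988 (95% interval 0.862 to 1.13). Fewer averaged sites thus did not go with more low or high levels. The comparison counts levels reached in at least 1 cell type and not crossings, so it cannot decide why crossings were rare. A mixture of cells or alleles in each sample remains open and was not tested.

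Several features of the table bear on its use. All DMRs had an annotation, and 100% of the 700 outside genes overlapped an island, shore or repeat, against 23.8% of those inside genes. The number of DMRs in the table is the total quoted from the study above, so none of that total is missing. A candidate explanation is that regions without an annotation were set aside before that total was counted. The number of CG sites was even in 82.0% of the 3027 DMRs with at most 20 sites and in 59.3% of the others, which is consistent with sites counted on each strand. No DMRs were less than 50 bp apart, while 106 pairs were from 50 to 99 bp apart, and all 106 had the same direction. That is consistent with merging at 50 bp and not at the longer distance that the methods of the study give. Chromosomes 31, 32 and 33 held 21, 32 and 128 DMRs, of which 178 were gains, although the methods of the study name a smaller set of chromosomes.

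In the genes with the most DMRs, all or most DMRs were gains. CASZ1 (ENSGALG00000002888) on chromosome 21 had 53 DMRs and FOXP1 (ENSGALG00000007769) on chromosome 12 had 49, all gains, with median changes of 20.0 and 21.6 percentage points. MACF1 (ENSGALG00000003693) had 34, also all gains. The gene cNFI-A (ENSGALG00000010924) on chromosome 8 had 34 as well, with 31 gains and 3 losses. The gene with the most losses was WNT7B (ENSGALG00000036255) on chromosome 1, with 8 losses among 9 DMRs. These genes were chosen after their values were seen, and gene length was not analysed here.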
